A study of Saccharomyces cerevisiae with 35 samples.

How the data were processed

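The study followed budding yeast (Saccharomyces cerevisiae, strain background FY4/5) in rich medium (YPD) at 30 °C after addition of rapamycin, a drug that binds the protein encoded by FPR1 and, in that complex, inhibits the growth-controlling kinase complex TORC1. Wild-type strains and strains with FPR1 deleted were pooled and grown in one flask, so that both genotypes met the drug in the same culture. Culture was drawn off continuously into an RNA-preserving solution, and the collection vessel was changed every 10 min, giving 2 intervals before and 6 intervals after the addition of 200 ng/mL rapamycin. This was done with 2 cultures, giving 16 droplet-based single-cell libraries that count the 3' ends of transcripts with unique molecular identifiers (UMIs). In addition, 3 separate cultures were sampled in bulk just before the drug (0 min) and at 10 times after it, the earliest at 2.5 min and the latest at 120 min. The 35 samples also include 16 PCR libraries that amplify the genotype barcodes; these were not analysed here.

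For the single cells the deposited values are counts of UMIs per cell and gene, without normalization, with a genotype, a strain code, an interval and a culture number that the authors assigned to each cell. The deposited bulk values are raw counts per gene and library; the primer carried UMIs per the labels' protocols, but whether the bulk counts are of UMIs or of reads is not given in the sources used here. The aligner, genome build, annotation, cell filter and method of calling genotypes are not given in the sources used here either. The deposited single-cell counts covered 173347 cells, 14 fewer than the 173361 of the study's description, and no cell had fewer than 500 UMIs. Doublets were not called here; whether the authors removed them is not given, and leaving out the top 5% of cells by UMIs in each library was tried as an alternative. Of 5843 features, 5812 were matched by locus tag to the RefSeq gene table of assembly R64, which was used only for gene names and neighbours, and 31 were not matched. No coordinates are given, because the build behind the counts is not named. All per-sample columns were used.

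UMIs were summed over the cells of each genotype in each library, giving 32 sums (8 intervals, 2 cultures, 2 genotypes), and the sums, not the cells, were the replicates. Depth was uneven: wild-type sums held 3993298 to 69114350 UMIs and deletion sums 1501368 to 5191196. Genes were filtered with filterByExpr, leaving 5549 genes; sums were scaled with TMM (factors 0.788 to 1.62) and tested with edgeR's robust quasi-likelihood F-test, with 1 coefficient per genotype and interval in a single model with 16 residual degrees of freedom and a biological coefficient of variation of 14.1%. Each treated interval was contrasted with the mean of the 2 untreated intervals in the same genotype, and the difference between genotypes was tested as the interaction. P-values were adjusted by the Benjamini-Hochberg (BH) method over all genes tested, and genes with an adjusted p under 0.05 were called; a log2 fold change of 1 or more in size was also counted. CPM values of sums and bulk libraries are TMM-normalized unless stated to be of library totals; CPM values of strain codes and of HO are of library totals. Bulk counts were treated in the same way, with 1 coefficient per time point and contrasts with 0 min. The 33 bulk libraries held 3800 to 111293 counts (median 41501), which left 910 genes, 22 residual degrees of freedom and a biological coefficient of variation of 29.7%.

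Per-cell measures (median UMIs, median genes, median share of UMIs in the 138 ribosomal protein genes) were compared as the wild type minus deletion difference within a library, treated against untreated, by a two-sided exact permutation test of interval labels within each culture; 28 arrangements within a culture combine across both, and the smallest p they can give is 0.00128. These permutations treat the intervals of a culture as exchangeable, but they are successive samples and the untreated ones always come first. A drift of the difference with time can give equally small p-values, so they do not separate the drug from time. For shares of cells and genes per cell, cells were also thinned to 1000 UMIs, which left out 7353 wild-type and 607 deletion cells. Gene lists were written from general knowledge of TORC1 targets: nitrogen catabolite repression (NCR), Gcn4 targets, general stress, retrograde (mitochondria-to-nucleus) signalling, ribosome biogenesis (RiBi), histones, autophagy, and ribosomal protein (RP) genes by symbol. They were tested with camera at a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it. Intervals quoted for single shares are exact Clopper-Pearson 95% intervals; these, the ratio intervals and the floor of 3 counts for genes at 0 cover counting error only.

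The groups, tests, gene lists, rule for naming genes and most alternatives were fixed before the data were examined; alternatives and tests chosen later are identified as such with their results. Named genes are FPR1, a fixed set of 10 (GAP1, MEP2, DAL80, HSP12, CTT1, CIT2, HIS4, NSR1, RPL3, RPS3), and genes by size of change among those called, with a mean of at least 50 CPM and the same direction in every culture: the 3 largest increases and 3 largest decreases in wild type at 50 to 60 min, the 2 largest each way between genotypes before rapamycin, and the 2 largest each way in bulk at 60 min. The alternatives tried were RLE scaling, library totals alone, scaling by the number of cells, low-count filters, DESeq2's Wald test, the culture as a replicate block, each library as a block, models holding only the groups compared, the last untreated interval alone as reference, leaving out the deepest or shallowest cells, thinning the sums to equal depth, and leaving out each library in turn. Added after the data were seen were leaving out a set of strains low in mitochondrial transcripts, leaving out rRNA and cassette features, and removing from each deletion sum the share of wild-type RNA given by its FPR1 level.

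Same-numbered libraries come from the same culture, so the numbers pair the samples. Deviations of single-cell sums from their group means correlated across genes between libraries of the same culture, with a median r over 28 pairs of intervals of 0.275 (0.0154 to 0.911) in wild type and 0.513 (0.282 to 0.819) in deletion cells. In bulk the median r over 55 pairs of time points was 0.0332, 0.0308 and 0.0657 for the 3 cultures, with a lowest value of -0.145, across 627 genes. Results that move with the block are given with its value.

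The fitting code was tested on simulated counts with the real depths and dispersions and with 200 genes changed. Their means came from 1 profile pooled over all sums, or over all libraries for bulk, and not from each group. Apart from the changed genes, no difference between genotypes, intervals or cultures was simulated. The rates below therefore test the code and need not hold for the real comparisons, such as those in deletion cells. At a 4-fold change it recovered 99.5% of them for wild type at 50 to 60 min (5521 genes run, 3.40% of calls false), 96.5% for deletion cells (5506 genes, 5.39% false), 94.0% for the difference between genotypes (5499 genes, 4.08% false) and 76.5% for bulk at 60 min (797 genes, 3.77% false). At a 1.5-fold change in deletion cells it recovered 30.5% (5509 genes, 1.61% false). These values are from a rerun with other random seeds. The earlier run recovered fewer of the changed genes in every comparison, with more false calls at a 4-fold change. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table (version 1.17.8), and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.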

Results

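The single-cell measurements covered 162529 wild-type and 10818 fpr1 deletion cells in 16 libraries, which are 8 successive 10 min intervals from -20 to 60 min around the addition of rapamycin, in 2 cultures. A library held 1693 to 14688 wild-type cells with a median of 1729 to 5435 UMIs per cell, and 444 to 911 deletion cells with a median of 2334 to 6234 UMIs. Deletion sums were 1501368 to 5191196 UMIs deep against 3993298 to 69114350 for wild type, so the same fold change was measured with less precision in deletion cells. Between the 2 cultures, log2 CPM of the same interval correlated across genes with r of 0.984 to 0.995 in wild-type sums and 0.970 to 0.984 in deletion sums; genes are not independent replicates. The bulk measurements covered 3 cultures at 11 time points, with 3800 to 111293 counts per library.

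FPR1 (YNL135C), the deleted gene, was measured first as a check of the genotype calls. It stood at 915 to 1824 CPM of library totals in wild-type cells and at 13.6 to 98.9 CPM in cells called deletion, in the 16 libraries. Within a library the deletion level was 1.03% to 7.91% of the wild-type level, highest at 30 to 40 min in culture 1, and the ratio of wild type to deletion was 12.6 to 96.8. An FPR1 UMI was found in 85.1% to 97.8% of wild-type cells and in 5.0% to 23.1% of deletion cells; after thinning every cell to 1000 UMIs the shares were 59.2% to 83.8% and 1.20% to 10.4%. If the deletion cells lack the whole gene, their share comes from RNA of other cells, from mixed droplets or from wrongly called cells. These sources were not told apart. Before rapamycin the log2 difference was 5.86 (SE 0.43, edgeR quasi-likelihood, BH-adjusted p = 1.69e-07), higher in wild type in all 4 untreated libraries, and it ranged from 5.52 to 6.18 over all the alternatives tried. How much of the gene was deleted, and whether its 3' end remains, is not given in the sources used here.

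The interval from -10 to 0 min against that from -20 to -10 min gave the change without drug. No gene was called in either genotype by edgeR's quasi-likelihood test or by DESeq2; at an unadjusted p under 0.05 edgeR gave 9 genes in wild type and 120 in deletion cells.

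Wild type and deletion cells were then compared before rapamycin, to find effects of the genotype alone. By edgeR's quasi-likelihood test with BH adjustment 30 genes differed, 26 higher and 4 lower in wild type. The number depended on single libraries and on the model: it was 11 without the -20 to -10 min library of culture 1, 8 without that of culture 2, 12 without the -10 to 0 min library of culture 1 and 8 without that of culture 2. With the culture as a block 108 genes were called, and with each library as a block 127, the largest number under any alternative. The share of calls that were higher in wild type was 86.7%, and 66.7% of 9 calls with library totals. After FPR1, the largest difference under the naming rule was in RPS22B (YLR367W), at 694 ± 21.9 CPM in wild type and 279 ± 31.7 in deletion cells (SD, n = 2), a log2 difference of 1.31 (SE 0.11, edgeR quasi-likelihood, BH-adjusted p = 1.69e-07). GCV2 (YMR189W) was the only gene under that rule that was lower in wild type, at 63.0 ± 10.9 against 99.7 ± 2.99 CPM (SD, n = 2), a log2 difference of -0.66 (SE 0.12, edgeR quasi-likelihood, BH-adjusted p = 0.00639). It was no longer called without the -20 to -10 min library of culture 2 (-0.59) or the -10 to 0 min library of culture 2 (-0.54), with the last untreated interval alone (-0.62), with only the groups compared (-0.70) or with sums scaled by cells (-0.45). The other 3 genes lower in wild type, named after their values were seen, were HO, PHM8 (-0.81) and YIR018C-A (-0.55). RPS22B has a near-identical copy, RPS22A, and the division of counts between such copies is uncertain.

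The response of wild-type cells to rapamycin was measured against the mean of both untreated intervals. The number of genes called by edgeR's quasi-likelihood test with BH adjustment was 1092 at 0 to 10 min (565 higher, 527 lower), 3371 at 10 to 20 min, 3892 at 20 to 30 min, 4159 at 30 to 40 min, 4264 at 40 to 50 min and 4322 at 50 to 60 min (2323 higher, 1999 lower). At 50 to 60 min 2559 genes had changed by at least 2-fold, 1366 up and 1193 down. The number at 0 to 10 min moved most, to 147 with sums scaled by cells and to 1660 with the culture as a block; without the 0 to 10 min library of culture 2 it was 568. The balance of directions depended on scaling: 53.7% of calls at 50 to 60 min were increases with TMM, where the median of all genes was 0.11, and 79.1% with library totals, where that median was 0.94. Over the 6 treated intervals the share was 51.7% to 54.6% with TMM, 68.2% to 81.0% with library totals and 55.9% to 71.8% with sums scaled by cells. Changes below are relative to the TMM scale.

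**Figure D1:**
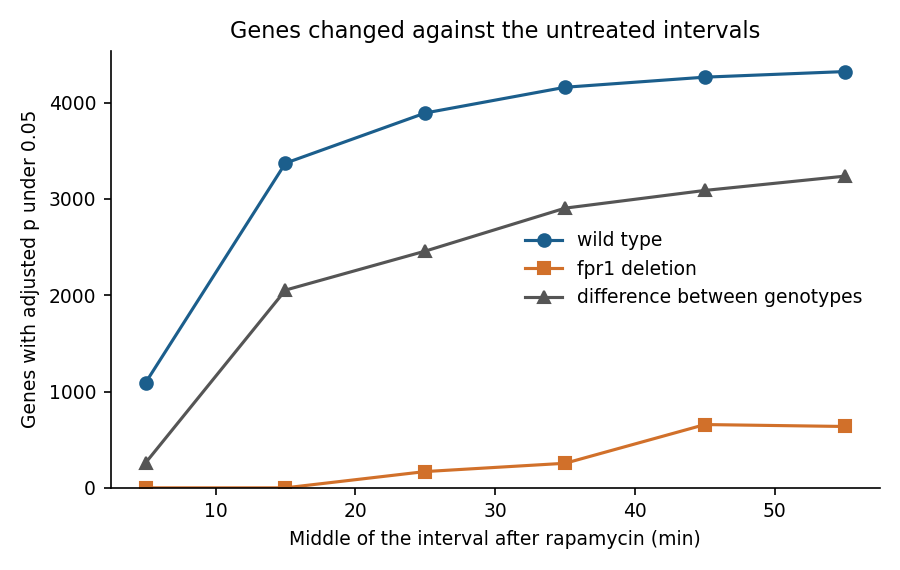
Number of genes with a BH-adjusted p under 0.05 (edgeR quasi-likelihood) on the vertical axis against the middle of each interval after rapamycin in minutes, for wild type (circles), fpr1 deletion cells (squares) and the difference between the genotypes (triangles). Wild type rises from 1092 to 4322 genes and deletion cells from 0 to 637; the difference itself reaches 3236 genes.

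Among the genes by rule, SNZ1 (YMR096W) rose most in wild-type cells, from 6.19 ± 0.0359 CPM before rapamycin to 1278 ± 4.87 at 50 to 60 min (SD, n = 2 cultures), a log2 change of 7.69 (SE 0.19, edgeR quasi-likelihood, BH-adjusted p = 7.83e-19). GAP1 (YKR039W) rose by 7.43 (SE 0.47), from 3.67 ± 0.400 to 633 ± 2.89 CPM, and DAL5 (YJR152W) by 6.5 (SE 0.34). The largest decreases were in RKI1 (YOR095C), from 162 ± 26.3 to 0.361 ± 0.228 CPM with a log2 change of -8.35 (SE 0.22), in URA7 (YBL039C) with -7.66 (SE 0.25), and in NSR1 (YGR159C) with -7.58 (SE 0.31), from 687 ± 2.78 to 3.99 ± 1.14 CPM. These 3 decreases ended on 38 UMIs for RKI1, 102 for URA7 and 249 for NSR1 over both cultures. Over the alternatives they ranged from -10.9 to -7.45, from -8.16 to -6.78 and from -7.83 to -6.69, so their order is uncertain. SNZ1 has related copies, so its counts are uncertain to that extent. Of the fixed genes, MEP2 (YNL142W) changed by 6.33, DAL80 (YKR034W) by 6.89, HSP12 (YFL014W) by 5.92, CIT2 (YCR005C) by 3.35, CTT1 (YGR088W) by 2.91, HIS4 (YCL030C) by 2.44, RPL3 (YOR063W) by -4.48 and RPS3 (YNL178W) by -6.90. All 8 were called, with the largest adjusted p at 2.75e-08 for CIT2 (edgeR quasi-likelihood, BH). FPR1 itself did not change detectably in wild type (-0.19, SE 0.40, edgeR quasi-likelihood, BH-adjusted p = 0.674), and its sign reversed to 0.63 with library totals. The genes differed in timing. At 0 to 10 min GAP1 had risen by 5.62, MEP2 by 3.77, CIT2 by 2.28 and CTT1 by 1.55 and NSR1 had changed by -0.96, whereas HIS4 (-0.19), RPL3 (-0.19) and RPS3 (-0.15) were not called. By 10 to 20 min NSR1 stood at -5.60 and RPS3 at -1.10.

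**Figure D2:**
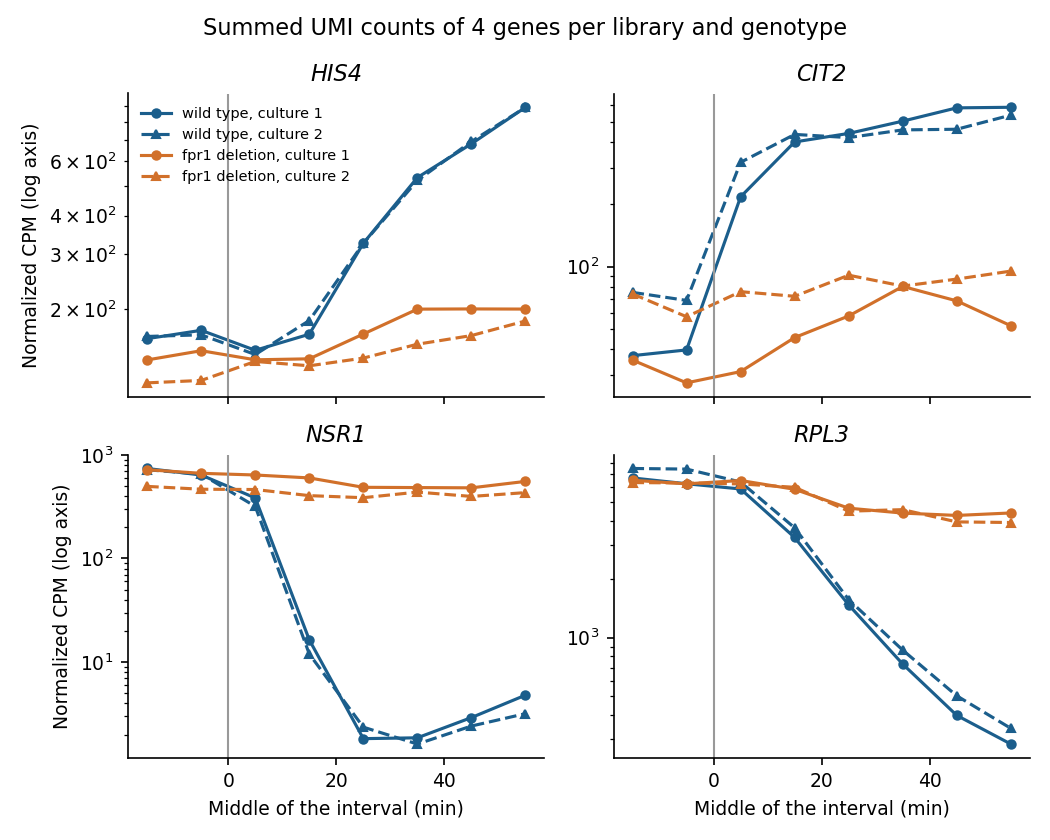
TMM-normalized CPM on a log axis against the middle of each interval in minutes, for HIS4, CIT2, NSR1 and RPL3, with 1 point per culture (circles, culture 1; triangles, culture 2) for wild type (blue) and fpr1 deletion cells (orange). In wild type CIT2 moves before HIS4, and NSR1 falls from a mean of 687 to 3.99 CPM while deletion cells keep 493 CPM at the last interval.

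The fpr1 deletion cells served as the control that should not respond to the drug. By edgeR's quasi-likelihood test with BH adjustment no gene was called at 0 to 10 min (149 at an unadjusted p under 0.05; DESeq2 also gave 0) or at 10 to 20 min (211 unadjusted; DESeq2 gave 0; 1 gene with the culture as a block). Later 169 genes were called at 20 to 30 min, 255 at 30 to 40 min, 657 at 40 to 50 min and 637 at 50 to 60 min (281 higher, 356 lower), of which 95 had changed by at least 2-fold. With the culture as a block these 4 numbers were 489, 562, 1076 and 1028. Removing the wild-type RNA share given by FPR1, an alternative chosen after the data were seen, left 21, 18, 336 and 357. With sums scaled by cells they were 59, 972, 2605 and 1639. With only the groups compared edgeR called 0, 0, 26 and 43 (638 and 741 at an unadjusted p under 0.05 in the first 2 of these intervals; DESeq2 was not run on those subsets). Directions depended on scaling here as well: at 50 to 60 min 44.1% of calls were increases with TMM, 34.5% with RLE, 90.1% with library totals and 99.9% with sums scaled by cells, while the median of all genes was 0.05, -0.0013, 0.22 and 0.69. With only the groups compared 69.8% of the 43 calls at 50 to 60 min were increases, and without the 50 to 60 min library of culture 1 33.6% of the 423. From 20 min onward the ranges were 36.7% to 44.1% with TMM, 23.5% to 34.5% with RLE, 90.1% to 100% with library totals and 99.9% to 100% with sums scaled by cells. Scaling by cells averages unlike cultures here. At 50 to 60 min the median UMIs per deletion cell were 6234 in culture 1, against 2334 and 3164.5 before rapamycin. In culture 2 they were 3246, against 3795 and 3850.

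Single libraries decided many of these numbers in deletion cells. At 20 to 30 min the number was 32 without the -20 to -10 min library of culture 1, 85 without that of culture 2, 50 and 59 without the -10 to 0 min libraries of cultures 1 and 2, and 2 and 4 without the 20 to 30 min libraries of cultures 1 and 2. At 30 to 40 min it was 35 without the -20 to -10 min library of culture 1, 82 and 151 without the -10 to 0 min libraries of cultures 1 and 2, and 109 without the 30 to 40 min library of culture 2. Without the 30 to 40 min library of culture 1, edgeR's quasi-likelihood test called 0 genes (566 at an unadjusted p under 0.05; DESeq2 was not run on this subset). At 40 to 50 min it was 400 and 279 without that interval's libraries of cultures 1 and 2. At 50 to 60 min it was 417 without the -10 to 0 min library of culture 2 and 423 and 79 without the 50 to 60 min libraries of cultures 1 and 2.

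In deletion cells at 50 to 60 min SNZ1 rose by 3.01, GAP1 by 2.90 (edgeR quasi-likelihood, BH-adjusted p = 0.00598), MEP2 by 2.22, DAL5 by 2.21, CTT1 by 0.86 and HIS4 by 0.58 (BH-adjusted p = 0.00255, edgeR), and RKI1 changed by -0.75, RPS3 by -0.72 and RPL3 by -0.60. NSR1 (-0.24), URA7 (-0.27), CIT2 (0.54), HSP12 (2.34, BH-adjusted p = 0.0628, edgeR) and FPR1 (1.39, BH-adjusted p = 0.0662, edgeR) were not called, and DAL80 had 3 counts before and 18 after, a ratio of 6.07 (95% counting interval 1.77 to 32.2). GCV2 and RPS22B, named for their difference before rapamycin, changed by 1.32 and -0.63 (edgeR quasi-likelihood, BH-adjusted p = 8.25e-06 and 0.00491). With the wild-type share removed, GAP1 changed by 0.04 and HIS4 by 0.29, MEP2 by -0.18, DAL5 by -1.21 and CIT2 by -0.08, and SNZ1 had 0 counts left. GCV2 then had 787 counts before rapamycin and 1516 in the last interval, and RPS22B 2182 and 1422. With sums scaled by cells, the signs of NSR1 (0.49), RPL3 (0.07) and URA7 (0.43) reversed, RKI1 (-0.085) and RPS3 (-0.033) were not called and CIT2 (1.08) was. With library totals RPL3 (-0.43) and RPS3 (-0.56) were not called. With only the groups compared RKI1 (-0.77), RPS3 (-0.74), RPL3 (-0.62), HIS4 (0.56) and CTT1 (0.85) were not called. The last untreated interval alone took the call from CTT1 (0.77), DAL5 (1.97) and MEP2 (2.0), thinning from CTT1 (0.96), and removal of the wild-type share from CTT1 (0.66) and from GAP1, HIS4, MEP2 and DAL5. HSP12 and FPR1 were called with library totals (2.61 and 1.58), with scaling by cells (2.83 and 2.0) and with DESeq2 (2.35 and 1.31), and FPR1 without the lowest 10% of cells (1.53). Calls were lost without the 50 to 60 min library of culture 2 for DAL5 (2.08), GAP1 (2.52), MEP2 (2.04), RKI1 (-0.66), RPL3 (-0.56), RPS3 (-0.60) and CTT1 (0.69), and without that of culture 1 for HIS4 (0.46) and CTT1 (0.97). CTT1 was also not called without the -20 to -10 min (0.80) or -10 to 0 min (0.78) library of culture 1, and HSP12 was called without the 50 to 60 min library of culture 1 (3.1).

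The difference between the responses of the genotypes was tested directly, as an interaction. By edgeR's quasi-likelihood test with BH adjustment it was called for 260 genes at 0 to 10 min, 2053 at 10 to 20 min, 2458 at 20 to 30 min, 2904 at 30 to 40 min, 3088 at 40 to 50 min and 3236 at 50 to 60 min, with 2101 of the last differing by at least 2-fold. At 50 to 60 min 47.1% of calls were higher in wild type with TMM, 76.0% with library totals and 17.3% with sums scaled by cells, where the median of all genes was 0.01, 0.67 and -0.61. Over the 6 intervals these shares were 44.5% to 47.5%, 64.6% to 77.6% and 17.3% to 100%. The number at 0 to 10 min moved most, to 26 with sums scaled by cells, 484 with the culture as a block and 558 with each library as a block. It was 96 without the -20 to -10 min library of culture 2, 92 without the -10 to 0 min library of culture 2, and 61 and 113 without the 0 to 10 min libraries of cultures 1 and 2; at 10 to 20 min it was 1366 without that interval's library of culture 1.

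Of the named genes at 50 to 60 min, the interaction on the log2 scale was 4.68 for SNZ1, 4.53 for GAP1, 4.29 for DAL5, 4.11 for MEP2, 3.58 for HSP12, 2.80 for CIT2, 2.05 for CTT1, 1.86 for HIS4 (SE 0.16, edgeR quasi-likelihood, BH-adjusted p = 1.22e-09), -1.58 for FPR1, -3.88 for RPL3, -6.18 for RPS3, -7.33 for NSR1, -7.39 for URA7 and -7.60 for RKI1. These 14 genes were called, the weakest being FPR1 (edgeR quasi-likelihood, BH-adjusted p = 0.0394) and HSP12 (edgeR quasi-likelihood, BH-adjusted p = 0.00938). For GCV2 and RPS22B the interaction was 2.75 and -3.05 (edgeR quasi-likelihood, BH-adjusted p = 6.94e-11 and 7.02e-12). FPR1 was no longer called without any of 5 libraries in turn: the -20 to -10 min library of culture 2 (-1.24), the -10 to 0 min libraries of cultures 1 (-1.53) and 2 (-1.67), and the 50 to 60 min libraries of cultures 1 (-1.78) and 2 (-1.45). GAP1 was not called without the -20 to -10 min (3.87) or the -10 to 0 min (4.14) library of culture 2, nor HSP12 without the -10 to 0 min library of culture 2 (2.64) or the 50 to 60 min library of culture 1 (2.60). DAL80 was not called (edgeR quasi-likelihood, BH-adjusted p = 0.978). Its fitted interaction is not given, because it had 3 counts in deletion cells before rapamycin. With each library as a block, FPR1 (-1.60) and HSP12 (3.73) were not called. The same held with the last untreated interval alone (-1.57 and 3.46) and with sums thinned to equal depth (-1.44 and 3.56). FPR1 was also not called with library totals (-0.95) or without the top 5% of cells (-1.55). Over all the alternatives the interaction ranged from 3.87 to 7.39 for GAP1, 3.63 to 7.72 for DAL5 and 3.49 to 6.52 for MEP2.

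The gene lists were tested at 50 to 60 min on the same sums, with BH adjustment over 24 list-by-contrast tests. Values are given for wild type, deletion cells and the interaction in that order: the median log2 change, limma camera's BH-adjusted p, the number of genes called by edgeR over all genes, and the number when adjusted over the list alone. RP genes (138) had medians of -4.62, -0.53 and -4.0 (limma camera, BH-adjusted p = 1.10e-67, 6.24e-49 and 4.05e-108). Of them 136, 87 and 136 were called, all lower, and 136, 104 and 136 within the list. For RiBi genes (48) the medians were -4.65, -0.17 and -4.45 (limma camera, BH-adjusted p = 7.79e-30, 3.39e-05 and 1.50e-47), with 48, 8 and 48 called and 48, 10 and 48 within the list. NCR genes (24) stood at 3.78, 0.72 and 2.82 (limma camera, BH-adjusted p = 4.81e-11, 7.87e-08 and 9.82e-08); 24, 8 and 22 were called, and 24, 12 and 23 within the list. Gcn4 targets (28) changed by 1.96, 0.09 and 1.79 (limma camera, BH-adjusted p = 3.95e-08, 0.0264 and 3.28e-10). There 23, 9 and 23 genes were called, 2 of the 9 in deletion cells being lower, and 23, 9 and 25 within the list. Stress genes (32) changed by 2.09, 0.47 and 1.35 (limma camera, BH-adjusted p = 9.25e-06, 4.23e-08 and 1.75e-04), with 27, 7 and 21 called and 28, 11 and 21 within the list. Retrograde genes (7) had smaller support, with medians of 1.82, 0.54 and 1.55 (limma camera, BH-adjusted p = 0.0394, 0.0031 and 0.0282) and 5, 2 and 4 genes called either way. Autophagy genes (15) had medians of 1.69, 0.31 and 1.46 (limma camera, BH-adjusted p = 6.76e-04, 0.159 and 0.00329). All 15 were called in wild type, 14 of them higher, and 9 in the interaction. In deletion cells 1 was called over all genes and 0 within the list (edgeR; 2 at an unadjusted p under 0.05; DESeq2 called 1 over all genes). Histone genes (8) had medians of -1.21, -0.28 and -1.08 (limma camera, BH-adjusted p = 0.159, 0.0577 and 0.362), with 7 called in wild type and 7 in the interaction either way. In deletion cells 0 histone genes were called by edgeR (2 at an unadjusted p under 0.05; DESeq2 called 1).

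All the camera calls in wild type and in the interaction also held under fry, whereas in deletion cells RiBi did not (BH-adjusted p = 0.115, fry). Under an estimated inter-gene correlation only RP (limma camera, BH-adjusted p = 0.0347, 0.0479 and 0.0129 in wild type, deletion cells and the interaction), RiBi in the interaction (0.0347) and autophagy in wild type (0.0480) stayed under the threshold. Histones passed under fry in wild type (BH-adjusted p = 1.53e-04) and the interaction (0.0102), and autophagy in deletion cells (0.0197); with the culture as a block, histones passed camera in wild type (0.0139) and in deletion cells (0.0128). With sums scaled by cells the medians in deletion cells were 0.16 for RP, 0.53 for RiBi and 0.35 for histones. These lie above 0 but below the median of all genes of 0.69, and camera still put them lower. They average cultures in which UMIs per deletion cell moved in opposite directions. With library totals the RiBi median in deletion cells was 0.005 with a mean of -0.01. With the wild-type share removed, Gcn4 targets in deletion cells reversed (median -0.14, limma camera, BH-adjusted p = 0.0162) and NCR was no longer called (median 0.03, mean -0.03, limma camera, BH-adjusted p = 0.463). Without the 50 to 60 min library of culture 2, RiBi (limma camera, BH-adjusted p = 0.0763) and retrograde genes (0.106) lost their calls in deletion cells and histones passed (0.0123). Gcn4 targets in deletion cells lost theirs without the -20 to -10 min library of culture 2 (0.0537), the -10 to 0 min library of culture 1 (0.0578) or the 50 to 60 min library of culture 1 (0.157). In the same cells histones passed without the -20 to -10 min library of culture 1 (0.04998) or the -10 to 0 min library of culture 2 (0.0434). Retrograde genes lost theirs in wild type without the -20 to -10 min (0.0527) or -10 to 0 min (0.0639) library of culture 1, and in the interaction without the 50 to 60 min library of culture 1 (0.0514). Over all the alternatives the BH-adjusted p of limma camera or fry in deletion cells ranged from 2.02e-72 to 0.0479 for RP, 1.16e-08 to 0.393 for RiBi, 8.15e-11 to 0.463 for NCR, 0.00232 to 0.407 for Gcn4 targets, 1.20e-04 to 0.256 for retrograde genes, 0.0197 to 0.889 for autophagy and 0.0123 to 0.4998 for histones. In wild type it ranged up to 0.0347 for RP, 0.0480 for autophagy, 0.393 for retrograde genes and 0.608 for histones. In the interaction it ranged up to 0.0129, 0.0519, 0.393 and 0.728 for the same lists.

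The RP share of a cell's UMIs had a median of 39.3% to 41.9% in wild-type cells and 39.2% to 40.9% in deletion cells before rapamycin, and of 2.97% to 3.56% and 29.3% to 32.9% at 50 to 60 min. The difference between genotypes within a library changed by -20.3 percentage points from untreated to treated intervals, with a two-sided exact permutation p of 0.00128, the smallest these permutations can give, and a BH-adjusted p of 0.00383 over 3 measures (permutation test). It was -20.2 points in culture 1 and -20.4 in culture 2. The permutation p-values here and below do not separate the drug from a drift of the difference with time. Median UMIs per cell moved from a log2 ratio of wild type over deletion of 0.44 to -0.44, a change of -0.89 (exact permutation p = 0.0115, BH-adjusted 0.0172). It was -0.45 without culture 1 (exact permutation p = 0.143) and -1.32 without culture 2 (exact permutation p = 0.107), so neither culture alone passed the threshold. Median genes per cell changed by -0.34 (exact permutation p = 0.0944), with -0.038 without culture 1 and -0.65 without culture 2. It changed by 0.12, in the other direction, with cells thinned to 1000 UMIs (exact permutation p = 0.00128). Deletion cells made up 4.22% (exact 95% interval 3.87% to 4.58%) of cells in the first interval of culture 1 and 30.6% (28.8% to 32.5%) in the last, against 5.44% (5.07% to 5.82%) and 5.06% (4.72% to 5.42%) in culture 2.

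**Figure D3:**
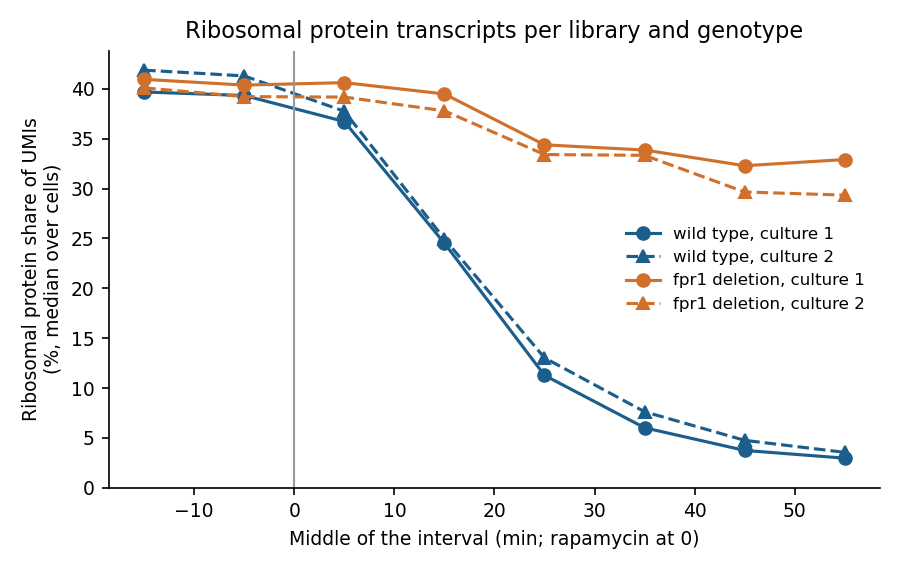
Median share of UMIs in RP genes per cell, in percent, against the middle of each interval in minutes, with 1 line per genotype and culture (solid, culture 1; dashed, culture 2) and rapamycin added at 0. Wild type ends at 2.97% to 3.56% and deletion cells at 29.3% to 32.9%. With sums scaled by cells, however, the median log2 change of RP genes in deletion cells over both cultures was 0.16, below the 0.69 of all genes.

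In the bulk cultures the response was compared with 0 min in the same way. No gene was called at 2.5 min by edgeR's quasi-likelihood test (17 at an unadjusted p under 0.05; DESeq2 also gave 0), whereas it called 14 genes at 5 min and 25 at 7.5 min. At 10 and 15 min there were 83 and 141, at 30, 45 and 60 min 259, 318 and 387, and at 90 and 120 min 418 and 448. At 60 min 166 were higher and 221 lower. Models with only the 2 time points compared gave 3 genes at 5 min, 15 at 10 min, 172 at 30 min and 209 at 45 min. At 7.5 min they gave 0 (edgeR quasi-likelihood; 74 at an unadjusted p under 0.05; DESeq2 was not run on this subset). Directions moved with scaling at several times. The share of increases was 42.6% at 15 min and 60.3% with library totals; 34.7% at 30 min, 51.2% with RLE and 54.9% with library totals; and 36.5% at 45 min, 54.9% with RLE and 48.1% with library totals. It was 42.9% at 60 min and 59.6% with RLE, 48.1% at 90 min and 61.5% with RLE, and 47.8% at 120 min and 61.7% with RLE. Filters and single cultures moved this share as well. With no filter it was 91.1% at 10 min against 56.6% and 81.8% at 15 min, and with at least 10 CPM it was 91.1%, 73.9% and, at 30 min, 50.8%. Without replicate 2 it was 17.8% at 30 min, 18% at 45 min, 29.4% at 60 min, 31.0% at 90 min and 35.2% at 120 min. Without replicate 3 it was 84.2% at 10 min, 76.1% at 15 min, 51.5% at 30 min, 50.7% at 45 min and 50.1% at 60 min. Without replicate 1 it was 61.8% at 15 min. DESeq2 gave 47.4% at 30 min, 55.1% at 45 min, 57.8% at 60 min, 60.7% at 90 min and 59.6% at 120 min. The median of all genes at 60 min was 0.20 with TMM, 0.41 with library totals and 0.73 with RLE. Replicate 2 carried many calls: without it the numbers were 5 at 5 min, 13 at 7.5 min, 18 at 10 min, 18 at 15 min, 101 at 30 min, 128 at 45 min, 228 at 60 min, 242 at 90 min and 281 at 120 min. Without replicate 1 there were 12 genes at 7.5 min and 68 at 15 min, and without replicate 3 there were 1 at 7.5 min, 19 at 10 min and 67 at 15 min. The libraries at 0 min, the reference of every contrast, held 8017, 41406 and 23822 counts in replicates 1, 2 and 3. Leaving out replicate 2 thus removes the deepest reference library, so these numbers do not show that its culture responded differently.

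Of the named genes in bulk at 60 min, CIT2 rose by 1.83 (SE 0.50, edgeR quasi-likelihood, BH-adjusted p = 0.00196), RPS3 changed by -2.39 (SE 0.57, BH-adjusted p = 7.46e-04, edgeR) and RPL3 by -1.96 (SE 0.40, BH-adjusted p = 4.31e-05, edgeR). HIS4 (1.20, SE 0.88) was not called until 90 min. FPR1 rose by 1.58 (SE 0.38, edgeR quasi-likelihood, BH-adjusted p = 4.29e-04), but by 0.84 without replicate 2 (BH-adjusted p = 0.116, edgeR; range over alternatives 1.66e-07 to 0.116). Genes with 1 to 3 counts in a group over the 3 cultures are given as ratios of CPM with 95% counting intervals. GAP1 (1 count at 0 min, 29 at 60 min) was 16.9-fold higher (2.79 to 688) and MEP2 (1 and 61) 35.5-fold higher (6.13 to 1423); both were called, and neither without replicate 2, with log2 changes of 2.82 and 3.8. NSR1 (31 and 2) was 26.7-fold lower (6.79 to 230). By rule, CPS1 (YJL172W) was at least 13.9-fold higher and HPA3 (YEL066W) at least 5.62-fold higher, both with 0 counts at 0 min, DBP2 (YNL112W) was at least 9.18-fold lower with 0 counts at 60 min, with a floor of 3 counts over the group, and RPL20B (YOR312C; 121 and 2 counts) was 104-fold lower (28.2 to 869), subject to counts shared with its copy RPL20A. HSP12, CTT1 and DAL80 had too few counts to be tested. First calls came at 15 min for NSR1 and MEP2, at 30 min for CIT2, GAP1 and RPL3, and at 45 min for FPR1 and RPS3.

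The lists tested in bulk were smaller, and their values are given for 60 and 120 min. RP genes (131) had medians of -2.85 and -3.34 (limma camera, BH-adjusted p = 1.03e-64 and 2.48e-83). Of them 122 and 129 were called over all genes, 1 of the 129 being higher, and 124 and 129 within the list. For RiBi genes (4) the medians were -4.27 and -4.06 (limma camera, BH-adjusted p = 0.00278 and 0.00269), and all 4 were called at both times. NCR genes (9) stood at 2.79 and 2.11, or 2.60 and 1.53 with a gene at 0 counts set to its bound (limma camera, BH-adjusted p = 0.00269 and 0.0413); 8 and 5 were called, and 8 and 6 within the list. Gcn4 targets (16) changed by 1.74 and 1.77 (limma camera, BH-adjusted p = 2.60e-04 and 0.00278), with 9 and 9 called and 10 and 9 within the list. Retrograde genes (6) changed by 1.41 and 2.03 (limma camera, BH-adjusted p = 0.0425 and 0.0167), with 3 and 6 called either way. Stress genes (8) reached 1.29 and 2.05 (limma camera, BH-adjusted p = 0.0705 and 0.00892), with 2 and 6 called and 1 and 7 within the list. Histone genes (6) were at 0.04 and -1.19 (limma camera, BH-adjusted p = 0.756 and 0.134), with 3 called at 120 min either way and 0 at 60 min by edgeR (1 at an unadjusted p under 0.05; DESeq2 called 2). Only 1 autophagy gene was tested. All camera calls held under fry, under which stress genes at 60 min (BH-adjusted p = 5.91e-04) and histones at 120 min (BH-adjusted p = 5.89e-04) also passed. With RLE scaling NCR at 120 min did not pass (limma camera, BH-adjusted p = 0.0552), and with the culture as a block the histone median at 60 min was -0.02 with camera's direction up. Without replicate 2 NCR at 120 min (limma camera, BH-adjusted p = 0.191) and retrograde genes at 60 min (0.0767) lost their calls, and without replicate 1 stress genes at 60 min passed (0.0304). Over all the alternatives the BH-adjusted p (limma camera or fry) ranged from 2.57e-04 to 0.191 for NCR at 120 min, 5.89e-04 to 0.231 for histones at 120 min, 5.67e-06 to 0.0767 for retrograde genes at 60 min and 5.91e-04 to 0.249 for stress genes at 60 min.

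Single-cell and bulk fold changes were compared across the 910 genes tested in both, which share no control libraries. Wild-type cells at 50 to 60 min against bulk at 60 min gave Pearson's r of 0.793 and Spearman's rho of 0.760 across genes, which are not independent replicates. Of 353 genes called in both, 330 (93.5%) had the same sign, and 85.0% with RLE scaling. Deletion cells against the same bulk contrast gave r of 0.483 and rho of 0.492. There 139 of 148 genes called in both (93.9%) had the same sign, and 86.5% with RLE scaling. The difference between the genotypes in these measures was not tested. Leaving out bulk replicate 2 or 3 lowered r for wild type to 0.70 or 0.742.

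**Figure D4:**
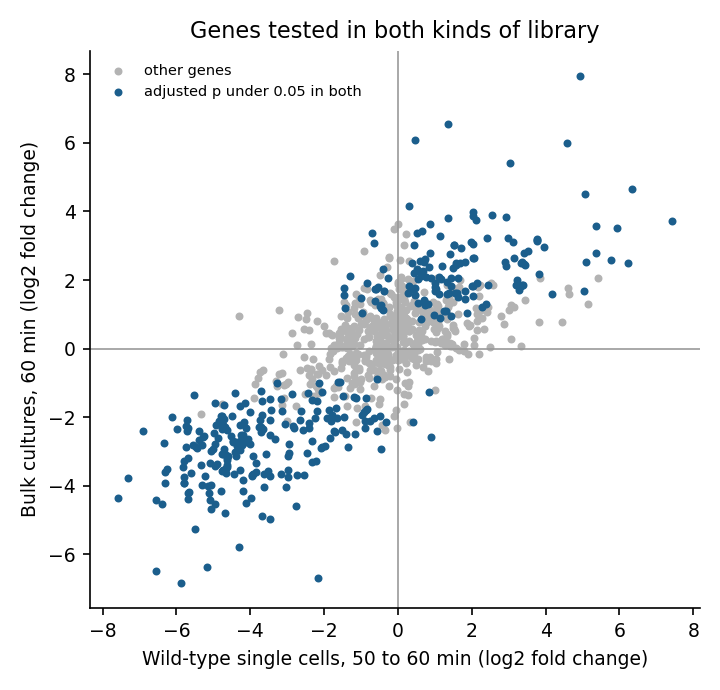
Log2 fold change in bulk cultures at 60 min (vertical) against that in wild-type single cells at 50 to 60 min (horizontal), 1 point per gene for the 910 genes tested in both, with genes called in both in blue. The 2 measurements correlate with r of 0.793, and 330 of the 353 blue genes lie in the quadrants of equal sign.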

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

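All tests of explanations in this part were chosen after the results were seen, although equal depth and leaving out libraries had been listed as alternatives earlier. A difference between groups, tested as the interaction of genotype and treatment, drew attention to 29 results of the single-cell measurements. Groups held 2 or 3 libraries, so no test for a sample far from the others was made, and nothing deposited lay outside the comparisons except the barcode libraries, not analysed here.

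The number of genes whose response to rapamycin differed between wild-type and fpr1 deletion cells was 260, 2053, 2458, 2904, 3088 and 3236 in the 6 treated intervals (edgeR quasi-likelihood, BH-adjusted p under 0.05). At 50 to 60 min the median difference on the log2 scale was -4.0 for RP genes, -4.45 for RiBi genes, 2.82 for NCR genes, 1.79 for Gcn4 targets, 1.55 for retrograde genes, 1.46 for autophagy genes and 1.35 for stress genes. Of the named genes, it was 4.68 for SNZ1, 4.53 for GAP1, 4.29 for DAL5, 4.11 for MEP2, 3.58 for HSP12, 2.80 for CIT2, 2.05 for CTT1 and 1.86 for HIS4. Below 0 were FPR1 (-1.58), RPL3 (-3.88), RPS3 (-6.18), NSR1 (-7.33), URA7 (-7.39) and RKI1 (-7.60). Some sizes moved widely over the alternatives: 3.87 to 7.39 for GAP1, 3.63 to 7.72 for DAL5 and 3.49 to 6.52 for MEP2. Per cell, the log2 ratio of median UMIs changed by -0.89 and the RP share of UMIs by -20.3 percentage points, in the same direction in both cultures.

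Several technical explanations for the 3236 genes at 50 to 60 min were tested. Unequal depth of the sums is argued against as the whole cause by 2524 genes called with every sum thinned to equal depth. Without rRNA and cassette features 3209 genes were called. TMM scaling depends little on so few features, so this count does not decide on a changing rRNA share. Scaling to totals of unlike composition, as by a changing rRNA share, moves all other genes of a sum alike. The interaction medians of NCR and RP genes, however, lay 6.83 apart on the log2 scale, on both sides of 0. This gap covers those lists and does not show how many of the 3236 calls depend on scaling. The 50 to 60 min library of culture 1 held only 1693 wild-type cells, and without it 2515 genes were called. Leaving out the strain codes low in mitochondrial transcripts gave 3245 genes. Wrong genotype calls would put FPR1 at a like level in both genotypes, but its log2 difference before rapamycin was 5.86. RNA of wild-type cells in the droplets of deletion cells can only make the genotypes more alike, so it cannot be the source of the difference. The 3298 genes called with that share removed are therefore no further test of it. These counts do not say that the same genes passed each time. Sequencing batch was not an explanation between genotypes, since both shared every library.

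What remains open is the genotype itself. The 7 technical explanations considered were argued against as the whole cause of the difference, not for each of the 3236 genes. With sums scaled by cells 2096 genes were called, 17.3% of them higher in wild type, against 47.1% with TMM. Number and direction of the calls thus depend on scaling. A candidate explanation is that most of the response depends on FPR1, which the design names. This is a hypothesis formed and tested on the same libraries. HO transcripts were found in 6 of 6 deletion codes and in no wild-type code, so other differences between the strains are possible and remain untested. The FPR1 interaction (-1.58) has no explanation tested here, since the wild-type share in droplets was estimated from FPR1 alone. That difference lost its call without any of 5 libraries in turn: the -20 to -10 min library of culture 2 (-1.24), the -10 to 0 min libraries of cultures 1 (-1.53) and 2 (-1.67), and the 50 to 60 min libraries of cultures 1 (-1.78) and 2 (-1.45). The interaction of GAP1 lost its call without the -20 to -10 min (3.87) or -10 to 0 min (4.14) library of culture 2, and that of HSP12 without the -10 to 0 min library of culture 2 (2.64) or the 50 to 60 min library of culture 1 (2.60). For median UMIs per cell neither culture passed alone, with -0.45 without culture 1 and -1.32 without culture 2.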

How the results depend on the processing

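Leaving out the strains low in mitochondrial transcripts, leaving out rRNA and cassette features, removing the wild-type share, and library totals and leave-outs for gene lists were tests chosen after the results were seen, as were 11 of the alternatives for FPR1 before rapamycin. Of 2092 values under alternatives, 1854 kept their direction and their side of the threshold or stayed within 1.5 times a count, or within 1 SD where there was no test. A further 86 no longer passed, 20 newly passed, 122 moved further and 10 reversed. Where no reason is given with a value, the cause was not tested.

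Counts of genes in single cells were within 1.5 times the reported count under RLE scaling, either low-count filter, without the lowest 10% of cells by UMIs, without the low-mitochondrial strains and without rRNA and cassette features, in all 6 intervals and before rapamycin. The drift between the untreated intervals stayed at 0 genes under all alternatives, including DESeq2, with 9 and 120 genes at an unadjusted p under 0.05 in wild type and deletion cells by edgeR. In wild type, the 1092 genes at 0 to 10 min became 147 with sums scaled by cells, 719 with the last untreated interval as reference and 428 with sums thinned to equal depth, and scaling by cells gave 1930 for 3371 at 10 to 20 min and 2550 for 3892 at 20 to 30 min. Later intervals in wild type ranged from 2917 to 4535, 3421 to 4597 and 3168 to 4576 genes. For the difference between genotypes, the 260 genes at 0 to 10 min became 130 with library totals, 26 with scaling by cells, 152 with the last untreated interval, 97 with thinning and 140 with only the groups compared. Scaling by cells also gave 680 for 2053, 1101 for 2458, 1531 for 2904, 1504 for 3088 and 2096 for 3236. The 30 genes before rapamycin became 9 with library totals, 7 with scaling by cells, 76 with DESeq2, 7 with the last untreated interval, 14 without the top 5% of cells, 9 with thinning and 8 with only the groups compared. Thinning removes counts, and the smaller models have fewer residual degrees of freedom; for the other alternatives the cause was not tested.

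In deletion cells the numbers at 20 to 30, 30 to 40, 40 to 50 and 50 to 60 min were 169, 255, 657 and 637, and they moved most of all. Scaling by cells gave 59, 972, 2605 and 1639; the last untreated interval 9, 17, 248 and 267; thinning 49, 114, 384 and 383; and removal of the wild-type share 21, 18, 336 and 357. With only the groups compared edgeR called 0, 0, 26 and 43 genes (638 and 741 at an unadjusted p under 0.05 for the first 2 intervals; DESeq2 was not run on those subsets). At 20 to 30 and 30 to 40 min library totals gave 42 and 110, DESeq2 318 and 416, and leaving out the top 5% of cells 280 and 450. Depth limits these counts: thinning alone lowered them, and on simulated counts 30.5% of genes changed by 1.5-fold were recovered in deletion cells. That simulation used gene levels pooled over all sums, so the rate at the levels of deletion cells is not known.

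The culture number as a replicate block raised 8 counts in single cells by over 1.5 times: 1092 to 1660 in wild type at 0 to 10 min; 0 to 1, 169 to 489, 255 to 562, 657 to 1076 and 637 to 1028 in deletion cells from 10 min onward; 260 to 484 for the difference at 0 to 10 min; and 30 to 108 before rapamycin. It also let histones pass in wild type (limma camera, BH-adjusted p = 0.0139, range over alternatives, fry included, 1.53e-04 to 0.608) and in deletion cells (0.0128, range 0.0123 to 0.4998). The block changed no other call. With each library as a block the difference at 0 to 10 min came to 558 genes and that before rapamycin to 127, and it changed no other count by over 1.5 times. A block takes up differences between cultures that otherwise add to the spread.

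Bulk counts moved with filters and with the samples in the model. With no filter 83 genes at 10 min became 45 and 141 at 15 min became 88, and requiring at least 10 CPM gave the same 45 and 88. DESeq2 gave 23 genes for 14 at 5 min. With only the 2 time points compared there were 3 for 14 at 5 min, 0 for 25 at 7.5 min (edgeR quasi-likelihood; 74 at an unadjusted p under 0.05; DESeq2 was not run on this subset), 15 for 83 at 10 min, 172 for 259 at 30 min and 209 for 318 at 45 min. These models have fewer samples. For 6 named genes (GAP1, MEP2, HIS4, NSR1, HPA3 and DBP2) they gave no value, because the count filter removed the gene.

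Leaving out 1 library or culture at a time gave these ranges; the libraries that moved a result are named with it in the report. In bulk they were 5 to 14 genes at 5 min, 1 to 13 at 7.5 min, 18 to 65 at 10 min, 18 to 68 at 15 min, 101 to 237 at 30 min, 128 to 313 at 45 min, 228 to 349 at 60 min, 242 to 395 at 90 min and 281 to 428 at 120 min. In single cells they were 568 to 1041 for wild type at 0 to 10 min, and 2 to 85, 0 to 192, 279 to 558 and 79 to 579 for deletion cells from 20 min onward, the 0 by edgeR without the 30 to 40 min library of culture 1 (566 at an unadjusted p under 0.05). For the difference between genotypes they were 61 to 280 at 0 to 10 min and 1366 to 2011 at 10 to 20 min, and before rapamycin 8 to 12. The adjusted p of lists (limma camera, BH) ranged in deletion cells from 0.0119 to 0.157 for Gcn4 targets, 1.16e-08 to 0.0763 for RiBi, 0.0123 to 0.322 for histones and 1.20e-04 to 0.106 for retrograde genes. Retrograde genes ranged from 0.0233 to 0.0639 in wild type and 0.01996 to 0.0514 in the interaction. In bulk it was 0.0321 to 0.191 for NCR at 120 min, 0.0321 to 0.0767 for retrograde genes and 0.0304 to 0.249 for stress genes at 60 min. The change in median UMIs per cell was -1.32 to -0.45. Fewer libraries leave fewer degrees of freedom, which by itself removes calls; an arm left with 1 library was assumed to vary like the others.

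Of 410 values for gene lists 365 kept their side of the threshold, 32 no longer passed, 11 newly passed and 2 reversed. RP passed under every alternative in all 3 contrasts of single cells and at both bulk times. An estimated inter-gene correlation gave the highest adjusted p of these ranges (limma camera or fry, BH): Gcn4 targets 5.83e-13 to 0.0519 in the interaction, 1.19e-13 to 0.0682 in wild type and 0.00232 to 0.407 in deletion cells; NCR 5.64e-15 to 0.119 in the interaction and 6.42e-19 to 0.0519 in wild type; RiBi 1.07e-41 to 0.0519 in wild type and 1.16e-08 to 0.393 in deletion cells. So it did for autophagy in the interaction (1.71e-08 to 0.0519), for retrograde genes (5.65e-04 to 0.393 in the interaction, 1.22e-07 to 0.393 in wild type and 1.20e-04 to 0.256 in deletion cells), and for stress genes (1.26e-06 to 0.3005, 8.36e-10 to 0.236 and 3.12e-14 to 0.119). NCR in deletion cells ranged from 8.15e-11 to 0.463, with 0.107 under the estimated correlation and 0.463, with its direction reversed, after removal of the wild-type share; that removal also reversed Gcn4 targets (0.0162) and gave 0.135 for retrograde genes in deletion cells and 0.0575 in wild type. Retrograde genes did not pass with library totals (0.0721 in the interaction and 0.175 in wild type) or with scaling by cells (0.0582 in deletion cells). Under fry RiBi in deletion cells did not pass (0.115), whereas autophagy in deletion cells (0.0197, range to 0.889) and histones in wild type (1.53e-04, range to 0.608) and the interaction (0.0102, range to 0.728) did. In bulk RLE moved NCR at 120 min to 0.0552 (range 2.57e-04 to 0.191), and fry let histones at 120 min (5.89e-04, range to 0.231) and stress genes at 60 min (5.91e-04, range to 0.249) pass; for all of these the cause was not tested.

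Named genes in single cells kept direction and call in 887 of 952 values; 49 no longer passed, 9 newly passed and 7 reversed, none of them past the threshold afterwards. After removal of the wild-type share CIT2 stood at -0.078, DAL5 at -1.21 and MEP2 at -0.18 in deletion cells, on 15 to 428 remaining UMIs per gene and group, and the removal itself lowers genes that are high in wild type. It left no value for SNZ1 and FPR1, with 0 counts in the last interval, and DAL80 had 3 counts in each group. Scaling by cells put NSR1 at 0.49, RPL3 at 0.065 and URA7 at 0.43 in deletion cells, where the median of all genes was 0.69, and library totals put FPR1 in wild type at 0.63, where that median was 0.94. In bulk 111 of 114 values of named genes were kept and 3 lost their call. FPR1 before rapamycin kept its call in all 19 alternatives. Median genes per cell reversed to 0.12 with cells thinned to 1000 UMIs, which removes the difference in UMIs per cell; the RP share ranged from -20.5 to -19.4 points.

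Between single cells and bulk, 26 of 40 values stayed within their spread. For wild type, rho was 0.792 among genes called in either, and the share of equal signs was 85.0% with RLE. For deletion cells, r was 0.540 and rho 0.576 among genes called in either, and rho was 0.522 for genes of at least 50 CPM in both. Without 1 bulk replicate, r ranged from 0.70 to 0.769 and rho from 0.697 to 0.749 for wild type, with equal signs in 91.1% to 96.8%, and from 0.427 to 0.479 and 0.439 to 0.479 for deletion cells, the lowest r without replicate 2 in both genotypes. The cause was not tested.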

Other observations

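The tests of explanations in this part were chosen after the results were seen, except those of paralog pairs and of EAF7, which were written down first; the comparisons before rapamycin, in bulk and between single cells and bulk were planned.

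Deletion cells, the control for the drug, changed less than wild type but not 0, and RNA from wild-type cells in their droplets was tested as the source. With the share given by FPR1 removed, RP genes at 50 to 60 min still had a median of -0.43 (limma camera, BH-adjusted p = 5.45e-39, range over alternatives 2.02e-72 to 0.0479), so that share is argued against as the whole cause. A wild-type share of 21.0% in culture 1 and 27.3% in culture 2 would be needed to give the fall in the RP share of UMIs, against 3.18% and 4.10% by FPR1. These RP shares are of all UMIs, rRNA included. The rRNA share of deletion sums rose from 9.71% and 11.8% to 20.2% in culture 1, and from 4.90% and 5.50% to 10.4% in culture 2. That lowers the RP share by itself, so without rRNA the needed shares would be smaller. Those were not computed. Stress genes kept a median of 0.41 (limma camera, BH-adjusted p = 1.31e-05, range 3.12e-14 to 0.119), which argues against it in the same way. For NCR genes the median became 0.029 (limma camera, BH-adjusted p = 0.463, range 8.15e-11 to 0.463), so contamination may account for the higher NCR transcripts of deletion cells. The correction assumes that FPR1 measures the share for all genes alike. What lowered RP genes in deletion cells was not tested further; a response without FPR1, a change in the shared medium and the passage of time have no separate control here. On the scale of UMIs per cell the RP median in deletion cells was above 0 (0.16), below that of all genes (0.69). That scale moved in opposite directions in the 2 cultures. Median UMIs per deletion cell went from 2334 and 3164.5 before rapamycin to 6234 at 50 to 60 min in culture 1. In culture 2 they went from 3795 and 3850 to 3246. The value of 0.16 is an average over both and need not hold in each.

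The deletion share of cells rose in culture 1 from 4.22% to 30.6% and went from 5.44% to 5.06% in culture 2. Wild-type cells in the last interval of culture 1 numbered 13.9% of those in the first, and deletion cells 139%; in culture 2 these were 107% and 99.5%. Loss of some wild-type strains is argued against, since 72 of 72 wild-type codes had fewer cells, at 0% to 22.1% of their first number. Wild-type cells called deletion are argued against by an FPR1 level of 3.18% of that in wild type. Wild-type cells with too few UMIs to be kept cannot be told apart from a real loss: a log-normal fit to the cells above the smallest total puts 8.52% of wild-type cells of that library below it, and adding them back gives 28.7%, but the fit assumes the shape of the part that is not seen. Other filters by the authors are not given in the sources used here. The 2 cultures differ, so no biological explanation was tested.

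Of 72 wild-type strain codes, 7 (CB, CD, CF, CG, CH, CI and CJ; 6500 cells, 4.00% of wild type) were low in mitochondrial transcripts, a set defined from these values and not a group of the study. With every cell thinned to 1000 UMIs they stood at 44.1 to 68.2 CPM (of library totals, as for all strain codes) against 349 to 425 in the other codes. Random thinning keeps the expected share of a transcript, so these values cannot decide whether depth per cell plays a part. The highest of them in culture 1 was 60.3 CPM against a lowest of 271 elsewhere, and in culture 2 56.8 against 366, so a single culture is argued against. COX1 was at 10.2 to 18.5 CPM against 63.3 to 76.8 and OLI1 at 17.8 to 24.8 against 237 to 274. Before rapamycin 6 of 7 retrograde genes had all 7 codes above all others, among them CIT2 (92.2 to 163 against 34.1 to 55.8 CPM), ACO1 (668 to 807 against 138 to 179) and IDH2 (502 to 600 against 110 to 155); DLD3 overlapped (141 to 203 against 128 to 161). PDR5, chosen after its values were seen, was at 899 to 1105 against 252 to 315 CPM. Loss of the mitochondrial genome or of its expression may explain these codes, on the evidence of 6 of 7 retrograde genes. The deletions that the codes stand for are not used here, and no DNA was measured.

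Ribosomal RNA made up 5.59% to 12.2% of the UMIs of wild-type sums before rapamycin and 20.0% to 37.2% at 50 to 60 min, against 4.90% to 11.8% and 10.4% to 20.2% in deletion sums. The difference between genotypes within a library grew by 7.38 percentage points (exact permutation p = 0.0140), 9.55 in culture 1 and 5.20 in culture 2, which argues against a change of whole libraries as the whole cause; since the share rose in deletion cells too, such a change may account for part of the rise. Whether rRNA itself rose cannot be told apart from a fall in other transcripts: rRNA UMIs per cell changed by -0.29 on the log2 scale relative to deletion cells (exact permutation p = 0.152), with -0.62 and 0.04 in the 2 cultures, while other UMIs per cell changed by -0.99 (exact permutation p = 0.0051). These are 3' counts of RNA that is mostly without a poly(A) tail, so the values describe capture as well as content.

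Before rapamycin 7 of the 30 genes that differed between genotypes were RP genes, all lower in deletion cells: RPS22B, RPS25A, RPS21A, RPS14B, RPL21B, RPS16A and RPL22B, with log2 differences of 0.35 to 1.31. Reads shared between paralogs would raise the partner, but 7 of 7 partners were not higher in deletion cells (0.13 to 0.23, none called by edgeR), and the sum of the pair was lower in deletion cells in all 4 untreated libraries for 4 of 7 pairs. A few deletion strains are argued against by 5 of 7 genes in which all 6 deletion codes lay below all wild-type codes, for RPS22B at 243 to 265 against 464 to 590 CPM of library totals before rapamycin. A biological effect of the deletion or of another difference between the strains may be behind these 5 of 7 genes and was not tested. The count of 30 rested on single libraries: 11 without the -20 to -10 min library of culture 1, 8 without that of culture 2, 12 without the -10 to 0 min library of culture 1 and 8 without that of culture 2.

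Next to FPR1, YNL134C was lower in deletion cells (1.10, edgeR quasi-likelihood, BH-adjusted p = 0.0268). An effect of the deletion on both neighbours would lower EAF7 too, which differed by 0.41 (SE 0.335, edgeR quasi-likelihood, BH-adjusted p = 0.857); that error leaves an effect on neighbours open, and it cannot be told apart from other causes. HO had 0 UMIs among 655529715 in wild-type cells and 68 among 50621910 in deletion cells, 1.34 CPM of library totals and at least 294-fold higher with a floor of 3 counts over the group. All 6 of 6 deletion codes had 8 to 16 HO UMIs, in all 16 libraries, and no wild-type code had any, so strains that differ at HO, such as by a deletion there in the wild-type pool, are a candidate explanation.

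In bulk, the 6 libraries of each comparison can be split in 10 ways. At 5 min and each of the 8 later times 1 of 10 splits gave as many genes as the real one, which was the real split alone, also among the 4 splits that part all 3 pairs of a culture. The smallest share possible is 0.1, so the splits by themselves cannot exclude chance. At 60 min other values argue against it: 330 of 353 genes called in both measurements had the same sign in wild-type single cells. Those cells came from cultures that share no library with the bulk, and the share was 85.0% with RLE scaling. Against the same single-cell contrast, bulk at 45 min had 281 of 302 such genes with the same sign (93.0%), which argues against chance there too. RLE scaling was not tried at 45 min, and the other times were not compared with single cells. For RP genes alone, chance is also argued against at 120 min. They made up 2.48% to 2.78% of counts in the 3 cultures, against 22.9% to 28.8% at 0 min. At 2.5 min edgeR's quasi-likelihood test called 0 genes (17 at an unadjusted p under 0.05; DESeq2 also 0), so 10 of 10 splits give as many whatever the data, and nothing follows from them.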
